A study of Lambdavirus lambda with 9 samples. Its data were reported in "DMN-seq enriches DNA hypomethylated regions for biomarker discovery using 5-methylcytosine glycosylase" (2026).

How the data were processed

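The series held 9 libraries of partially methylated λ-DNA in 2 batches. Per the labels, 200 ng of λ-DNA was used, with 1% of a 200 bp and 1% of a 164 bp synthetic oligonucleotide as spike-ins. Groups were taken from the labels: batch 1 had 1 input, 2 treated and 1 UBS-seq library, and batch 2 had 1 input and 4 treated libraries. The labels give treated replicates 1 to 3 of batch 2 a shared code with running numbers, and replicate 4 a code of its own. They do not say whether or how replicate 4 differed in preparation.

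For batch 1 input and treated libraries, the authors trimmed adapters with cutadapt 4.9 and dropped short and low-quality reads. They aligned the rest with HISAT2 2.2.1 to λ-DNA and the spike-in sequences, according to the methods and the submitters' processing notes. Reads that did not open with the expected run of A were also described as dropped. The deposited lists hold 1 row per aligned read with its position, strand, mapping quality and sequence. They hold positions and no counts. The deposited UBS-seq table gives, per cytosine, counts of unconverted and of all reads and their ratio as a fraction from 0 to 1; its aligner is not given in the sources used here. The deposited batch 2 table gives whole-number counts per numbered region of λ-DNA; how they were counted for λ-DNA is not given in the sources used here. No removal of duplicate reads was described for λ-DNA. The number of other columns with values per sample that were not used was 0.

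The first base of each read was counted per strand and position, numbered from 1 as in the λ-DNA sequence the authors aligned to. No reference sequence was used: the λ-DNA sequence of 48502 bp was rebuilt as the most frequent base at each position over all aligned reads without gaps, with a minimum depth of 257 reads, and 7 positions had under 90% of reads on 1 base. It held 24178 cytosines on both strands, of which 24177 were also in the UBS-seq table, and 70 CCWGG sites (W is A or T) with 140 Dcm cytosines. Gene annotation was not used here, so positions are given without genes, and the planned comparison between gene groups was not analysed here. A start was assigned to a cytosine when it lay 1 base downstream on the same strand, the offset from -3 to 3 with the highest median in the treated libraries. CPM values of sites were scaled to 1000000 starts assigned to cytosines per library, and those of regions to 1000000 counts. A 5-base tag in each read name matched the 5 λ-DNA bases before the read in 93.7% of input rows, and in 0.113% and 0.12% of treated rows, from 1 in 10 rows of each library. In the input, these bases were thus part of the genomic read, and its starts lie 5 bases downstream of the fragment end. In these input rows no run of A lay between tag and read. Input reads reached 61 bases, against 58 in the treated libraries. The filter on the run of A was thus probably not applied to the input.

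Starts were not collapsed by tag, since 5 bases allow only 1024 tags. Dcm cytosines were compared with other cytosines by share, by area under the ROC curve, and by the count that 1 in 1000 other cytosines exceeded. UBS-seq levels of λ-DNA cytosines were used at coverages of at least 10 reads, and those of the spike-ins at any coverage. Correlations, the paired strand comparison and region slopes used 2-sided permutation tests with 100000 resamples, and their 8 p-values were adjusted together by Benjamini-Hochberg. For regions, Dcm cytosines with a UBS-seq level of at least 0.1 were counted, which was 134 of 140. The assumed placement of the regions was checked by shifting it: the correlation of input CPM with GC content was -0.719 as placed, and -0.69 and -0.677 when shifted by 1 region either way. Shifts by 2 regions gave -0.691 and -0.635, and shifts by 5 regions gave -0.553 and -0.576. The check thus separates the placements only weakly and does not establish the assumed one. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM and at least 10 counts over the libraries, at an adjusted p of 0.05, and DESeq2 1.42.0 was an alternative. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the rest.

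The edgeR step was tested on simulated data. With 200 of the cytosines changed by 4 or 20 times in simulated batch 1 libraries, 100% of each size was recovered, and 0.0168% of the unchanged were called. With 40 of 243 regions lowered to 0.5 or 0.75 times in simulated batch 2 libraries, 100% of each were recovered. Of the unchanged regions 1.48% were called. Among the calls made, 1.96% were wrong for cytosines and 6.98% for regions. The simulated libraries of a batch shared a single mean profile, with no GC dependence of the treated libraries against the input, and a minority of units changed. These rates therefore need not hold for the data.

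Sites and regions were named by a rule fixed before the data were examined: the 10 Dcm cytosines with the highest and the 10 with the lowest mean treated count, every Dcm cytosine not detected, the 5 other cytosines with the highest count, the 10 regions with the most negative and the 5 with the most positive mean log2 ratio among those that changed the same way in all 4 treated libraries, and the region with the most Dcm cytosines. Alternatives varied the width of a site, the background, the detection threshold, the coverage minimum, the count filter, the normalization, GC content and the libraries included.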

Results

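DMN-seq uses DEMETER (DME), a plant DNA glycosylase that removes 5-methylcytosine (5mC) and leaves a nick, so that a read can begin at the base after the removed cytosine. The libraries described here came from λ-DNA, the genome of bacteriophage lambda, partially methylated by Dcm, the bacterial methyltransferase that modifies the inner C of CCAGG and CCTGG. Batch 1 held 1 input library without DME, 2 treated libraries, and 1 library made with ultrafast bisulfite sequencing (UBS-seq), which reads the methylation level of each cytosine directly. Batch 2 held 1 input and 4 treated libraries, all labelled DMN+ and summed over regions of λ-DNA. The methods also describe DMN-, a design that depletes methylated molecules, and whether the label fits batch 2 is not settled here. Batch 1 gave 8715708 λ-DNA reads in the input and 10438829 and 9376347 in the treated libraries. Region counts of batch 2 summed to 1100806 in the input and 5073272, 6208258, 4637461 and 16921397 in treated replicates 1 to 4. How reads were counted per region is not given, so these sums need not equal numbers of reads. The treated libraries of batch 1 were technical replicates, so spreads and tests between them measured technical variation. In batch 2 the label code sets replicate 4 apart from replicates 1 to 3 without saying why. Spreads over the 4 treated libraries of batch 2 may thus include a difference in preparation. Spreads and permutation tests over sites, strand pairs or regions describe differences between these within the libraries. Binomial intervals are 95% Wilson intervals, the limit for a count of 0 is 3 counts of the total, and both cover counting error only.

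The first comparison asked whether treated reads began at methylated cytosines. Reads of the treated libraries piled up at the base directly 3' of the inner C of CCAGG and CCTGG, which is 1 base downstream of the cytosine along its strand. The median over the 140 Dcm cytosines of λ-DNA was 6082.5 starts in treated replicate 1 and 5760.5 in replicate 2, against 97 in the input. At the next base downstream the medians were 270.5 and 233.5 in the treated libraries, and at the base upstream of the peak they were 124.5 and 106. The other 24038 cytosines had medians of 115 and 102 starts in the treated libraries and 91 in the input. Among these, cytosines followed by G (CpG) had medians of 135 and 120 in the treated libraries and 90 in the input, and the remaining 17812 had medians of 109 and 97 in the treated libraries and 91 in the input. Deposited input starts lay 5 bases inside the fragment. With them moved back to the fragment end, an alternative chosen after the data were seen, the input medians were 120.5 at Dcm cytosines and 109 at the others.

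**Figure D1:**
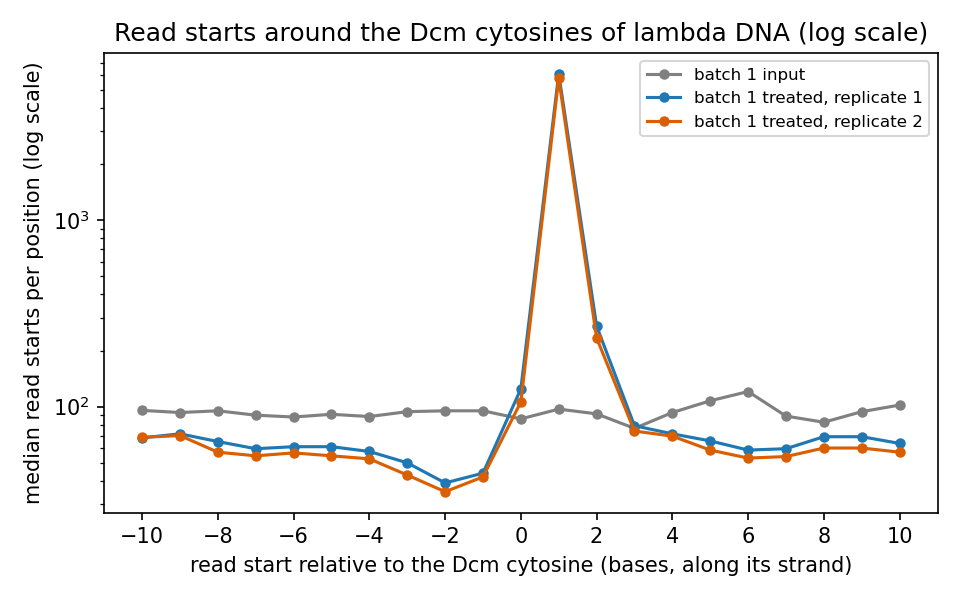
Median number of read starts (vertical axis, log scale) at each base from 10 upstream to 10 downstream of the 140 Dcm cytosines (horizontal axis, bases along the strand of the cytosine), 1 line per batch 1 library. Both treated lines peak 1 base downstream, at 6082.5 and 5760.5, where the input line stands at 97.

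Of all starts assigned to λ-DNA cytosines, Dcm cytosines held 17.5% (17.4 to 17.5) in treated replicate 1 and 18.4% (18.3 to 18.4) in replicate 2, a mean of 17.9% ± 0.635 (SD, n = 2). The input held 0.625% (0.615 to 0.636), close to the 0.579% of cytosines that Dcm sites make up. The mean treated share was 28.6 times the input share, and 27.9 and 29.4 times for the single replicates. Taken as a share of all λ-DNA starts, Dcm cytosines held 7.78% ± 0.234 (SD, n = 2) in the treated libraries and 0.154% in the input. With 2 libraries against 1, the smallest exact permutation p is 0.333, so no test of this difference was run. The ratio of median counts at Dcm to other cytosines, treated over input, was 51.3. Counting 1 more base on either side lowered the fold over input to 16.4.

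A Dcm cytosine was counted as detected when its starts exceeded, in both treated libraries, the count that 1 in 1000 other cytosines exceeded in the same library. By this rule 138 of the 140 Dcm cytosines were detected, and in the input 0 of 140 passed. The 2 that were not detected lay on λ-DNA at positions 19190 on the plus strand and 19428 on the minus strand, with UBS-seq levels of 1.72% (1.57 to 1.88, 26373 reads) and 5.03% (4.65 to 5.45, 11547 reads). Their counts were nevertheless above those of the input, at 665 and 631 starts against 103 for position 19190, and at 1178 and 959 against 133 for position 19428. The area under the ROC curve that separates Dcm from other cytosines by count was 0.99991 in treated replicate 1, 0.99993 in replicate 2 and 0.572 in the input. With the input starts moved back by 5 bases the area of the input was 0.642, and 0 of 140 Dcm cytosines passed the detection rule. Widening each site by 1 base on either side left 46 detected sites, since the window of the outer C of the motif then takes in the starts of the inner C.

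The edgeR quasi-likelihood test of the treated libraries against the input called all 140 Dcm cytosines higher in the treated libraries, with log2 fold changes from 2.23 to 7.20 and a largest adjusted p of 3.13e-47. The same test also called 8342 of the other cytosines higher and 8513 lower. The lone input library was assumed to vary like the treated pair, so these calls compare the libraries and not independent preparations. Scaled by total counts without TMM, the split of the other cytosines was 4732 higher and 13503 lower, and DESeq2 called 5724 higher and 3982 lower, while the number of Dcm cytosines called stayed at 140 in both. The median log2 fold change of the other cytosines was -0.03 with TMM and -0.62 without it.

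Counts at single sites differed over a wide range. They are given as CPM, counts scaled to 1000000 starts at cytosines per library. The highest count was at position 43406 on the minus strand, with 2234 ± 103 CPM (SD, n = 2) and a UBS-seq level of 70.8% (70.2 to 71.5). It was followed by 34300 on the minus strand with 2073 ± 2.08 CPM and a level of 81.8%, 33345 on the minus strand with 2028 ± 3.70 and 66.0%, 19591 on the plus strand with 1933 ± 71.5 and 71.4%, and 10957 on the minus strand with 1911 ± 142 and 69.2%. The next were 31520 (plus strand), 15093 (minus), 17947 (plus), 32175 (plus) and 17073 (minus), and the levels of all 10 lay between 51.2% and 81.8%. Of these 10, 9 lay on the strand that reads CCAGG and 1 on the strand that reads CCTGG. The lowest count was at 19190 on the plus strand, with 150.8 ± 6.67 CPM. Positions 19428 (247.5 ± 15.9), 19192 (294.3 ± 2.07) and 4364 (382.2 ± 36.0), all on the minus strand, and 48185 (325.2 ± 20.4) on the plus strand completed the lowest 5. The other 5 of the lowest 10 were 8041 (plus strand), 9985 (minus), 31560 (minus), 40310 (plus) and 20464 (minus), and the levels of the 10 lay between 1.72% and 19.6%. Of these 10, 5 lay on the strand that reads CCAGG and 5 on the strand that reads CCTGG.

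**Figure D2:**
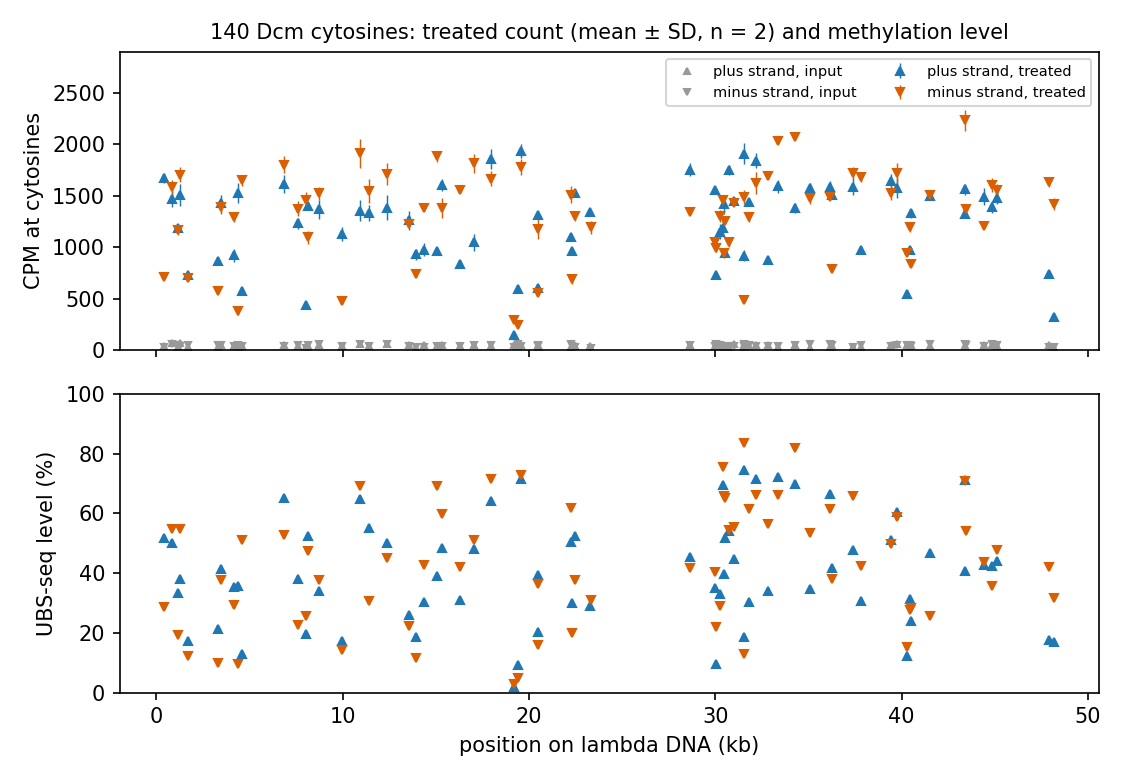
CPM at cytosines (upper panel, treated mean ± SD of 2 libraries as coloured triangles, input as small grey triangles) and UBS-seq methylation level in percent (lower panel) of the 140 Dcm cytosines along λ-DNA (horizontal axis, kb), with plus strand sites pointing up and minus strand sites pointing down. Treated counts reach from 150.8 at position 19190 to 2234 at position 43406, and the cytosines at 19190, 19192 and 19428 are low in both panels.

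The 5 other cytosines with the most starts were 48155, 42198, 48358 and 43148 on the minus strand and 25409 on the plus strand. They held 416.6 ± 25.6, 385.3 ± 11.4, 359.2 ± 14.8, 347.2 ± 19.8 and 330.5 ± 31.1 CPM (SD, n = 2), and their UBS-seq levels lay between 0.0577% and 0.101%. All 5 exceeded the 4 lowest Dcm cytosines.

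Counts of the treated libraries were compared site by site. Pearson's r was 0.998 over all 24178 cytosines, 0.995 over the Dcm cytosines alone and 0.986 over the other cytosines, with Spearman's rho of 0.971, 0.991 and 0.970. Over the same sites, treated replicate 1 and the input had a Pearson's r of 0.0224. These correlations run across sites, which are not independent replicates. The replicates differed by more than sampling noise, with a chi-square of 1.38 per degree of freedom, and were kept as 2 libraries.

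The second comparison asked whether the count at a site followed its methylation level. In UBS-seq the 140 Dcm cytosines had a mean level of 41.4% ± 19.1 (SD over sites, 1 library), a median of 41.5% and a range from 1.72% to 83.4%, at coverages from 4757 to 83051 reads. The other cytosines averaged 0.0515% with a median coverage of 16771 reads. Treated counts increased with the level across Dcm cytosines (Spearman's rho = 0.747, Pearson's r = 0.773; 2-sided permutation p = 1e-05 for both, the smallest that 100000 resamples can give, and 2.67e-05 after Benjamini-Hochberg adjustment over 8 permutation tests). The median rose from 338.3 CPM in the 6 sites below 10% to 698.7 in the 18 sites between 10% and 20% and 1263 in the 15 sites between 20% and 30%. Above that it was 1270 between 30% and 40%, 1490 between 40% and 50%, 1502 between 50% and 60%, 1574 between 60% and 70% and 1779 between 70% and 80%. The input count had a rho of 0.156 with the level (permutation p = 0.065). With the input starts moved back by 5 bases it was 0.264 and passed the threshold (permutation p = 0.00176, not adjusted). Within the sites below 40% the treated rho was 0.723 (n = 67 sites), and within those at 40% or more it was 0.351 (n = 73 sites, permutation p = 0.00259); this split was chosen after the data were seen.

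**Figure D3:**
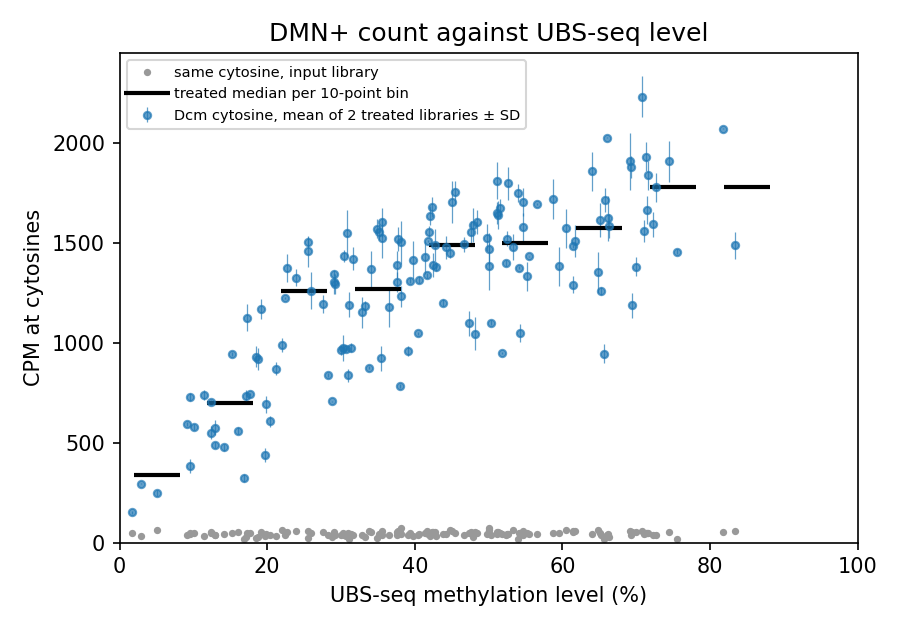
CPM at cytosines (vertical axis) of each of the 140 Dcm cytosines against its UBS-seq methylation level in percent (horizontal axis), as the mean ± SD of 2 treated libraries (blue) and as the input value (grey), with black bars for the treated median of each 10-point bin. The bars climb from 338.3 below 10% to 1263 between 20% and 30% and reach 1779 between 70% and 80%.

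Each of the 70 CCWGG sites carries 1 Dcm cytosine per strand, on CCAGG and on CCTGG. The strand that reads CCAGG had a mean of 1360 CPM and the strand that reads CCTGG 1198, and CCAGG was higher in 49 of 70 pairs. On the log2 scale the mean difference was 0.16 ± 0.67 (SD over pairs) and did not pass the 2-sided sign-flip permutation test (p = 0.0512, adjusted p = 0.0585). On the scale of counts the same pairs differed by 162.6 CPM with a permutation p of 0.0032, so the call depended on the scale. UBS-seq levels of the strands differed by -0.94 percentage points (40.9% for CCAGG and 41.9% for CCTGG, permutation p = 0.549). The levels of the strands of a site were correlated over the 70 pairs (r = 0.780, rho = 0.740, permutation p = 1e-05 for both). Their treated CPM had a lower correlation (r = 0.367, permutation p = 0.00179; rho = 0.321, permutation p = 0.00725), and the difference between the correlations was not tested. These p-values of correlations between strands were not adjusted.

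The synthetic oligonucleotides added to the λ-DNA carried 5mC at known places. On the 200 bp oligonucleotide, UBS-seq gave levels of 75.8% at position 123 of the plus strand (132 reads) and 83.1% at position 124 of the minus strand (242 reads). Starts 1 base downstream made up 5.74% (5.46 to 6.03) and 5.67% (5.38 to 5.98) of the starts on the oligonucleotide at plus position 124 in treated replicates 1 and 2, against 0.0943% (0.0167 to 0.532) in the input. At minus position 123 they made up 3.90% (3.66 to 4.14) and 3.58% (3.35 to 3.83), against 0.189% (0.0518 to 0.685) in the input. On the 164 bp oligonucleotide the leading starts in both treated libraries were at minus position 92, with 23.1% (21.8 to 24.4) and 25.3% (23.9 to 26.7), and at plus position 78, with 11.9% (10.9 to 12.9) and 11.8% (10.8 to 12.9). The input held 0.154% and 0.231% at these positions. These shares are of the rows on this reference. UBS-seq levels of the cytosines before minus position 92 and plus position 78 were 83.3% (6 reads) and 88.9% (9 reads). The sequence listed in the paper marks 5mC before plus positions 78 and 128. It is repeated for the reverse strand, so minus strand places are not given. By that sequence the cytosine before minus position 92 lies in ACGT. Treated λ-DNA starts were also higher in ACGT, at a median UBS-seq level of 0.0475%. The cause at minus position 92 was not tested. Most reads of this oligonucleotide were also listed on its reverse complement, and with each read counted once over both, chosen after the data were seen, the treated shares were 25.7% and 27.9% at minus position 92 and 13.3% and 13.4% at plus position 78. No start was seen at plus position 128, the base after a cytosine with a UBS-seq level of 80% (25 reads), in any of the 3 libraries, which by the limit of 3 counts allows a share of up to 0.116% in the input, 0.0714% in treated replicate 1 and 0.0803% in replicate 2. The Wilson upper bounds were 0.148%, 0.0913% and 0.103%, and no start was seen within 1 base either side in any of these libraries. The input had none there either, but its starts on the oligonucleotides also appeared shifted into the fragment. On the 200 bp oligonucleotide they led at plus position 6 and minus position 214. Treated leading starts there included plus position 1 and minus position 219. Input shares of the oligonucleotides were not calculated with the starts moved back, so they are a limited guide. The absence of starts does not show that DME left this cytosine uncut. The partner cytosine at minus position 128 (UBS-seq level 100%, 6 reads) had 5.38% (4.74 to 6.10) and 4.87% (4.23 to 5.61) of starts at the base after it on that strand, against 0.502% (0.293 to 0.856) in the input.

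The third comparison asked how the counts of λ-DNA regions depended on the number of methylated cytosines in them. Regions rich in Dcm cytosines held lower treated counts relative to the input. The 50 regions with 2 Dcm cytosines at a level of 0.1 or more had on average 0.863 times, the 6 regions with 4 had 0.727 times and the single region with 6 had 0.384 times the treated CPM of the 184 regions with none. In the input the corresponding ratios were 1.00, 0.985 and 1.17. The single region with 1 Dcm cytosine had 0.981 times and the single region with 3 had 0.879 times the treated CPM, above the mean of those with 2, so the means did not fall at every step. Positions of the regions were taken as consecutive stretches of 200 bp in the order of their numbers, with 102 bp left for the last. The count table gave numbers only. Batch 2 had no UBS-seq library, so levels measured in batch 1 were used, and equal methylation of the λ-DNA of both batches was assumed.

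The log2 ratio of treated to input CPM fell with the number of Dcm cytosines by 0.13 per cytosine (SD 0.031 over the 4 treated libraries). The slope was -0.14, -0.14, -0.15 and -0.082 in replicates 1 to 4 (2-sided permutation p = 9e-05, 0.00068, 1e-05 and 0.0282; adjusted p = 0.00018, 0.00109, 2.67e-05 and 0.0376), so the direction held in 4 of 4 libraries. The ratio also rose with the GC content of the region, with r between 0.824 and 0.896 across regions, while GC content and the number of Dcm cytosines had r = 0.0918. With GC content as a covariate the slopes were -0.19, -0.20, -0.19 and -0.13, each with permutation p = 1e-05. These slopes and correlations run across regions, which are not independent replicates. The input CPM alone had a slope of 0.01 per Dcm cytosine on the log2 scale (permutation p = 0.518).

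**Figure D4:**
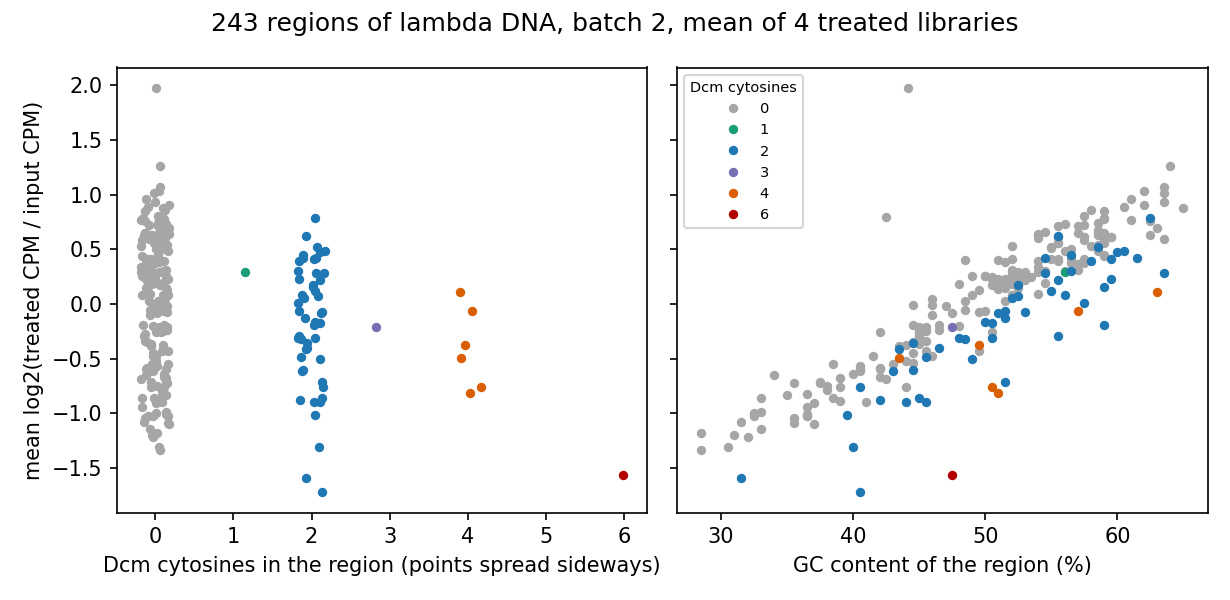
Mean log2 ratio of treated to input CPM over 4 treated libraries (vertical axis) of each of the 243 regions, against the number of Dcm cytosines in the region (left) and against its GC content in percent (right, coloured by the number of Dcm cytosines). The region with 6 Dcm cytosines lies at -1.56.

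The edgeR quasi-likelihood test called 101 of the 243 regions lower and 109 higher in the treated libraries at an adjusted p of 0.05. The lone input was assumed to vary like the treated libraries, which differed from each other by 20.3 to 114 chi-square per degree of freedom, so these calls compare libraries. With the GC trend of each library removed, an alternative chosen after the data were seen, 71 were lower and 66 higher. The most negative mean log2 ratio among regions that changed the same way in all 4 libraries was -1.72 ± 0.26 (SD, n = 4). It was that of region172 (positions 34201 to 34400, 2 Dcm cytosines with a mean level of 75.9%). Next came region117 (23201 to 23400) at -1.60 ± 0.13 and region153 (30401 to 30600) at -1.56 ± 0.22. Region117 held 2 Dcm cytosines with a mean level of only 30.1%, and its GC content was 31.5%. Region153 was the region with the most Dcm cytosines, 6 with a mean level of 61.2%. Region167 (33201 to 33400, 2 Dcm cytosines with a mean level of 69.2%) followed at -1.31 ± 0.19. After the GC trend was removed, edgeR still called these 4 regions lower, with log2 fold changes of -1.05 (adjusted p = 0.00684), -0.41 (0.00174), -1.38 (0.00174) and -0.61 (0.0198).

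The other 6 of the 10 most negative regions held no Dcm cytosine and had GC contents from 28.5% to 33%. They were region139 (-1.34 ± 0.14), region116 (-1.31 ± 0.12), region134 (-1.22 ± 0.14), region119 (-1.20 ± 0.15), region118 (-1.18 ± 0.15) and region126 (-1.14 ± 0.14). With the GC trend removed, none of the 6 was called lower by edgeR, and region118 was called higher (log2 fold change 0.17, adjusted p = 0.0373). The 5 most positive regions held no Dcm cytosine either. Region243 (48401 to 48502), the short last region with an input count of 236, had a log2 ratio of 1.98 ± 0.12. Region101 (20001 to 20200) had 1.26 ± 0.12, region88 (17401 to 17600) 1.07 ± 0.08, region87 (17201 to 17400) 1.03 ± 0.09 and region24 (4601 to 4800) 1.01 ± 0.11, and the GC contents of these 4 lay between 62% and 64%. With the GC trend removed, the edgeR log2 fold changes of the 5 most positive regions stayed above 0. They were 2.40, 0.40, 0.23, 0.28 and 0.18 in the order given.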

Values the study reported

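The study reported a Pearson correlation coefficient of 0.99 between technical replicates for the sites of partially methylated λ-DNA.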

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

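The tests on duplicate reads, on treated counts without the input, on moved input starts and on flattening (the split at 40% and the squared level) were chosen after the results were seen, and the others before.

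Treated replicate 4 of batch 2 stood apart from replicates 1 to 3 in 4 of 25 quantities. Chance flags about 1 in 20 independent groups. The quantities came from the same libraries and overlapped, so the number of flags cannot be set against that rate. The slopes and the mean log2 ratio below are related measures of 1 pattern. Its label code also sets it apart. Its total was 16921397 counts, against 4637461 to 6208258 in the others. Its slope of the log2 ratio per Dcm cytosine was -0.082, against -0.15 to -0.14, and with GC content as a covariate it was -0.13, against -0.20 to -0.19. Its mean log2 ratio over regions with 4 Dcm cytosines was -0.26, against -0.46 to -0.44.

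The fall of region counts with the number of Dcm cytosines was set against GC content, the single input library and methylation itself. GC content as the whole cause is argued against, since the slope with GC as a covariate was at least 1.29 times the slope without it in each treated library. Chance values of the lone input as the whole cause are argued against too. Log2 treated CPM without the input had slopes of -0.068 or steeper in all 4 libraries (largest permutation p = 0.0105). Each of these is the slope of the ratio plus the input slope of 0.01. No input value enters these slopes, so chance values of the input do not bear on them. They share the treated counts of the ratio and are not separate evidence for the fall itself. Among the 51 regions with 2 Dcm cytosines of any level, the log2 ratio changed by -0.094 per 10 percentage points of mean UBS-seq level at equal GC content (permutation p = 1e-05), which is consistent with a loss of molecules that follows the methylation level. The design names no biological difference between these libraries. The position of the regions was assumed, and the UBS-seq levels were those of batch 1.

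Outside Dcm cytosines and the 3 bases around them, starts were compared with the count that 1 in 1000 other cytosines exceeded. In both treated libraries 81 positions preceded by T had more, against 22 preceded by C and 1 each by A and G. That count was set on positions preceded by C, so the number after C was largely fixed by the rule. None of the 81 exceeded the matching level in the input, as deposited or with its starts moved back by 5 bases. The strongest was position 29190 on the minus strand, with 5626 and 4979 starts in the treated libraries and 97 in the input. Duplicate reads as the cause are argued against by the tags, whose distinct number was 0.987 of that expected without duplicates (median), where 50% duplicates would give 0.681. A cytosine in part of the molecules is argued against as well, since C made up a median of 0.0117% of the bases read there. Whether the sequence around the start may be the cause stayed open: other positions with the same 3 bases before and after ranked these at a median percentile of 74.96, between the bounds set beforehand. No biological explanation was tested.

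The count flattened at high methylation levels, from 287.1 CPM per 10 percentage points below 40% to 85.9 at 40% or more, and the squared level added to a straight line (permutation p = 1e-05). The tags do not settle duplicate reads here: sites at 40% or more had 1.01 times the distinct tags expected without duplicates (median), but nearly all possible tags were in use at such counts, and 50% duplicates would still give 0.922. Methylation of the partner strand, which could compete for the enzyme, stayed open. The count changed by -4.35 CPM per 10 points of partner level (permutation p = 0.802). No other biological explanation was tested.

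Another spike-in reference, named as an unmethylated sequence, took 2.25% of rows in treated replicate 1 and 2.11% in replicate 2 of batch 1, against 0.653% in the input, and was used in no comparison.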

How the results depend on the processing

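No paired analysis was possible because each input group has 1 library and so shares fewer than 2 replicate numbers with its treated group. Apart from region139, region119 and region118, whose log2 fold changes turned to 0.020, 0.0081 and 0.17 with the GC trend removed, and from the balance of lower and higher calls among other cytosines and among regions, each result kept its direction under the alternatives run. With 1 base more on either side, the Dcm share was 9.68%, the fold over input 16.4, the detected sites 46, the area under the curve 0.997 and the share of starts at the methylated positions of the 200 bp oligonucleotide 10.7%, against a main value of 9.44%; neighbouring positions then share starts. The Dcm share was 7.78% over all positions, and the ratio of medians gave a fold of 51.3. The fold was 27.7 with the input starts moved back by 5 bases, chosen after the data were seen. On the log2(count + 1) scale the replicate correlation was 0.978 over all and 0.975 over other cytosines; the cause was not tested. The strand difference passed the threshold on counts (162.6), with 1 base more on either side (0.39) and without replicate 2, and ranged from 0.14 to 0.17 on leaving out a replicate; the cause was not tested. Other cytosines called higher numbered 4732 without TMM, and those called lower 3982 with DESeq2 and 13503 without TMM; DESeq2 changes the test as well as the scaling, and the cause was not tested. With the input starts moved back, 8169 were called higher and 8315 lower. DESeq2 called 108 regions lower and 105 higher, against 101 and 109. With the GC trend removed, chosen after the data were seen, 137 regions were called, 71 lower and 66 higher. Leaving out a replicate kept the region slope between -0.14 and -0.12. Leaving out a batch 1 treated library from the edgeR test was not run, since no residual degrees of freedom remain. The region filters and UBS-seq coverage minimums removed nothing and so say nothing about stability. Depth limits the spike-in UBS-seq levels, at 6 to 242 reads, the spike-in input shares, at 1060 reads on the 200 bp oligonucleotide, and the last region, at an input count of 236.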

Other observations

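The ACGT test and the moved input starts were chosen after the named cytosines were seen. The test of neighbouring sites was chosen after the low sites were seen and before its own result was. Background starts in the treated libraries of batch 1 depended on the base before the read. Outside Dcm cytosines and the bases next to them, the median in treated replicate 1 was 115 starts after C, 76 after A, 71 after G and 47 after T, and in replicate 2 it was 102, 70, 65 and 42. In the input as deposited, whose starts lie 5 bases inside the fragment, the medians were 91 after C, 93 after A, 91 after G and 92 after T. Moved back to the fragment end they were 109 after C, 85 after A, 90 after G and 87 after T, so the input also had more starts after C.

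Of the 5 named cytosines outside Dcm, 4 lay in ACGT. Leaving these 5 out, the 282 remaining ACGT cytosines had medians of 437 and 398.5 starts in the treated libraries, against 114 and 100 at the 23751 other cytosines, while the input had 97 against 91. The area under the ROC curve of treated counts was 0.906 (permutation p = 1e-04, the smallest that 10000 resamples can give) and that of the input 0.569, or 0.715 with its starts moved back, where its medians were 130 in ACGT and 109 elsewhere. The median UBS-seq level was 0.0475% in ACGT and 0.0469% elsewhere. Part of this dependence was thus present without DME. A candidate explanation is a preference of the fragmentation, the enzyme or the ligation for this sequence without methylation, and these libraries do not separate these steps.

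A hypothesis that neighbouring CCWGG sites have similar levels, prompted by the low sites near position 19190, did not pass its test: the mean levels of adjacent sites had a Spearman's rho of 0.0536 over 69 adjacent pairs (permutation p = 0.658), with the low sites that prompted it among the pairs. The question stays open.

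The 200 bp oligonucleotide made up 0.0121% of rows in the input and 0.235% and 0.242% in treated replicates 1 and 2 of batch 1. The 164 bp oligonucleotide made up 0.0359% of reads in the input and 0.0429% and 0.0424% in the treated libraries, with each read counted once, since 2029 of its 3147 input reads and 3808 of 4589 and 3394 of 4069 treated reads were listed on both the reference and its reverse complement.

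Batch 2 libraries are labelled DMN+, the design that enriches reads at 5mC, and their treated counts were lower in regions with more Dcm cytosines. That direction is the one the study describes for λ-DNA under its depletion design, DMN-. Whether batch 2 was made with that design or the label is right stays open.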
